A study of Mus musculus with 6 samples. Its data were reported in "Loss of Notch signaling in skeletal stem cells enhances bone formation with aging" (2023).

How the data were processed

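Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, so that reads pile up where chromatin is accessible. The cells were skeletal stem and progenitor cells (SSPCs) grown from the bone marrow of tibiae and femora of C57BL/6 mice and used at their first passage. The labels give 3 young and 3 middle-aged libraries, and groups and replicate numbers were taken from the sample titles.

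The authors converted base calls with bcl2fastq, aligned reads to the mouse genome build mm10 with Bowtie2, removed duplicate reads with Sambamba and called peaks with MACS. Their differential comparison used DiffBind, which needs reads and was therefore not repeated here. Each deposited list holds the peaks of 1 library, so replicates could be compared. Each peak has a position, a summit, and values from the authors' peak caller. The score deposited by the authors is a whole-number version of their −log10 q. The fold enrichment deposited by the authors is a linear ratio of the pileup at the summit over the caller's local background, each with 1 added, with no control library. The authors deposited the −log10 of a Poisson p-value at the summit and the −log10 of the q-value within the library. These values belong to the peaks of their own list, and they were used to describe, rank and filter peaks within that list. The lowest −log10 q per list ran from 1.33 to 1.78 and the lowest −log10 p from 3.43 to 4.05, so the lists did not end at exactly the same threshold. Whether reads were shifted for the transposase offset is not stated in the labels or methods. Such a shift moves a peak edge by a few bases and would hardly change an overlap with windows of 1000 bp.

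The lists held peaks on chromosomes X and Y and the 19 autosomes. No list contained a repeated interval, and 0 peaks lay on other sequences. Coordinates are those of mm10, printed counting from 1. Transcription start sites (TSSs) were taken from the GENCODE annotation of the same build: 54361 start sites of protein-coding transcripts in 21853 protein-coding genes. A gene had a TSS peak when a called peak overlapped the window of 1000 bp either side of any of its TSSs. Peaks of all libraries were merged into regions where they overlapped by at least 1 bp. A region was specific to one age group when all 3 libraries of that group had a peak in it and no library of the other group did. The similarity of libraries was the Jaccard index, the length covered by both lists divided by the length covered by either.

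The depth of the libraries is not given as a read number. The fold enrichment and the −log10 p of each peak were therefore solved together for the read pileup at the summit and the local background, under the Poisson model of the peak caller. The solution was a whole pileup for 100% of the peaks in every list. Local backgrounds fell on the steps that reads extended to 200 bp give in a window of 10000 bp for 100% of the peaks with a local background in each list. For extensions of 150, 300 or 400 bp that share was between 32.5% and 50.7%. The lowest background of a list is its genome-wide mean number of extended reads per base and served as the measure of relative depth. Summit heights in the closing observations are the solved pileup divided by this genome-wide background of the list, not by the local one. For thinning, summit pileups and backgrounds were scaled to the lowest background among the lists and peaks that passed a −log10 p of 4.05, the strictest of the lists' own limits, were kept. Thinning can remove peaks and cannot add any. It tested summits only and did not reapply the minimum width of 200 bp seen in every list, so thinned counts may be too high.

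Group means were compared with an exact permutation test over the 20 assignments of 6 libraries to 2 groups of 3. With 3 libraries per group its smallest two-sided p is 0.1, so no single measure could pass 0.05. A gene list was compared with 10000 random lists of the same size, drawn from the 13447 protein-coding genes with a TSS peak in at least 1 library. The percentile of the list's change among these describes these libraries and takes no account of the variation between animals. P-values of the 8 lineage lists were adjusted by the Benjamini-Hochberg method. The gene lists were Notch, adipogenic, osteogenic, anti-osteogenic, SSPC, osteoprogenitor, Ebf, hematopoietic and endothelial genes. They were written before the data were examined, as were the main comparisons and their tests, the main settings and most alternatives; the closing observations name the tests chosen later. Lists of fibroblast, T cell, neuronal and hepatocyte genes, used only in the closing observations, were added afterwards. Named in the text are Ebf3, any Notch gene whose number of libraries with a TSS peak differs by at least 2 between the age groups, and in each direction the 5 specific regions with the highest mean percentile rank by −log10 q.

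The alternatives were a −log10 q of at least 5, a common p threshold, the same number of best peaks in each list (27628, the length of the shortest), thinning to the lowest background, autosomes only, all sequences, leaving out each library in turn, pairs of equal replicate number, windows of 500 bp, the most upstream TSS only, all protein-coding genes as background, a reciprocal overlap of 50%, windows of 250 bp either side of summits, and the share of the smaller list that overlaps. Motifs were searched on both strands within 100 bp of summits in the mm10 sequence. The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plots matplotlib 3.10.9.

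The calculations were tested on simulated data. Of 5000 simulated summits based on young 1, 100% of the pileups were solved. With 200 regions planted per direction among 29742 for the comparison of middle-aged with young libraries, 202 middle-aged-specific and 204 young-specific regions were counted. The simulated regions were those called in most or all libraries, with calls dropped at the same low rate in each. The real lists missed calls unevenly, so this recovery does not measure how many age-specific regions arise by accident in them. For the gene list test over 13447 genes, lists of 30 genes were used. Of the unchanged lists 6% had a p under 0.05, and 100% of the lists with 30% of the young calls removed were found. The lineage lists had 3 to 20 genes among the 13447, so this rate of detection does not carry over to them.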

Results

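SSPCs from the bone marrow of young and middle-aged mice were profiled by ATAC-seq to ask whether chromatin accessibility changes with age, with 3 libraries per age group. The genome-wide background, a measure of relative depth, was 3.75, 2.83 and 1.65 extended reads per base in young 1, 2 and 3. In middle-aged 1, 2 and 3 it was 2.54, 2.40 and 2.79. The group means were 2.74 ± 1.05 (SD, n = 3) in young and 2.58 ± 0.198 (SD, n = 3) in middle-aged libraries and did not differ (exact permutation test, two-sided p = 0.7). Young 1 was thus the deepest library and young 3 the shallowest, and the young libraries varied more in depth than the middle-aged ones.

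The first comparison asked whether more chromatin was called accessible in middle-aged SSPCs. Young 1, 2 and 3 had 35953, 43941 and 27628 peaks, and middle-aged 1, 2 and 3 had 46364, 46745 and 48344. The mean was 35841 ± 8157 (SD, n = 3) in young and 47151 ± 1051 (SD, n = 3) in middle-aged libraries, a ratio of 1.32. Every middle-aged list was longer than every young list, which gives the smallest p this design allows (exact permutation test, two-sided p = 0.1). The gap between the longest young list and the shortest middle-aged list was small beside the spread of the young libraries. The ratio ranged from 1.18 without young 3 to 1.48 without young 2. After thinning to the lowest background it was 1.36.

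**Figure D1:**
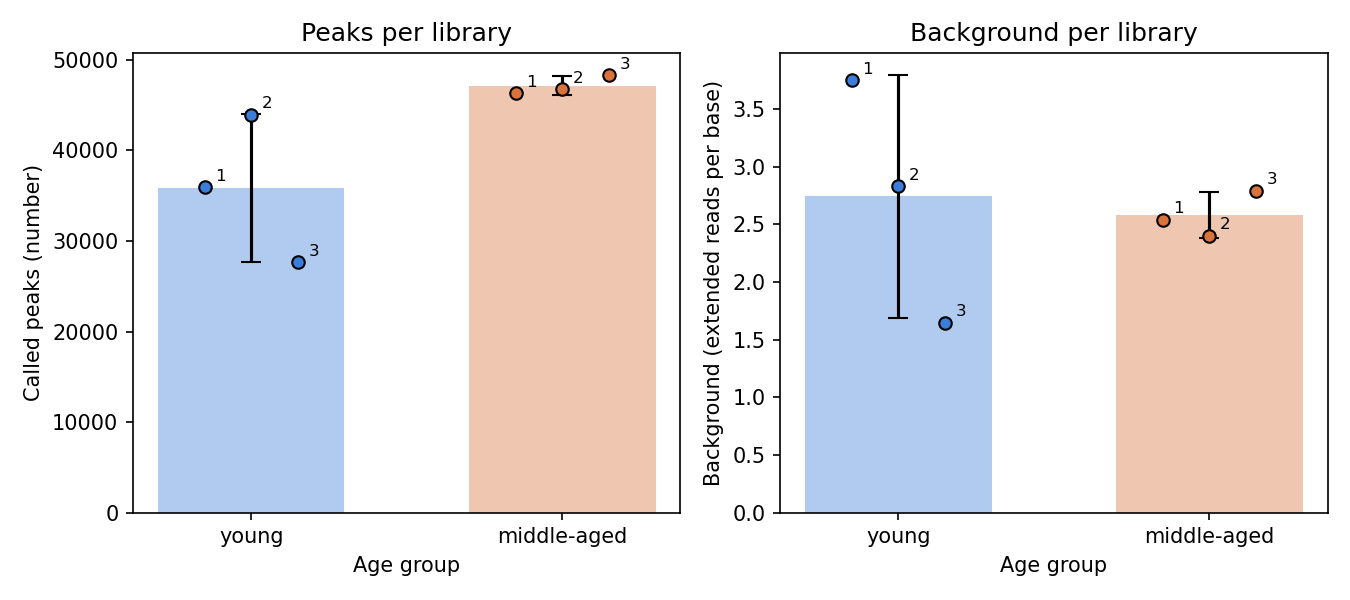
Number of called peaks (left) and genome-wide background in extended reads per base (right) for the 3 young and 3 middle-aged libraries; bars are group means, error bars are SD, and points are libraries with their replicate number. The middle-aged libraries lie between 46364 and 48344 peaks, above all young libraries, while the backgrounds of the groups overlap.

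Peaks covered 13.5 ± 3.35 Mb (SD, n = 3) of the genome in young and 17.9 ± 0.498 Mb (SD, n = 3) in middle-aged libraries (exact permutation test, two-sided p = 0.1), a difference of 4.44 Mb. The median peak width was 316 ± 3.46 bp (SD, n = 3) and 318 ± 1.53 bp (SD, n = 3), a difference within the spread between libraries (exact permutation test, two-sided p = 0.7). With equally long lists, where the number of peaks cannot differ, the covered length in middle-aged libraries was 1.12 times that in young ones and the median width was 45.7 bp larger (exact permutation test, two-sided p = 0.1). This setting kept young 3 whole and cut low-ranked peaks from the other lists, most from the middle-aged ones. Both differences may therefore follow from the cut, without which the median width differed by 1.67 bp.

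Accessibility around TSSs was compared next, since the study examined start sites genome-wide. A TSS peak was present in 53.6 ± 3.72% (SD, n = 3) of protein-coding genes in young and 57.6 ± 0.328% (SD, n = 3) in middle-aged libraries (exact permutation test, two-sided p = 0.1). The difference of 4.01 percentage points fell to 0.750 points when the lists were made equally long and to 1.98 points without young 3. Peaks at a TSS numbered 13149 ± 1211 (SD, n = 3) and 14570 ± 172 (SD, n = 3), a ratio of 1.11. Peaks elsewhere numbered 22691 ± 6953 (SD, n = 3) and 32581 ± 880 (SD, n = 3), a ratio of 1.44. Accordingly, the share of peaks at a TSS was lower in middle-aged libraries, at 30.9 ± 0.325% (SD, n = 3) against 37.5 ± 5.25% (SD, n = 3) in young ones (exact permutation test, two-sided p = 0.1). With equally long lists the shares differed by less than the spread (exact permutation test, two-sided p = 0.5).

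Notch pathway genes were examined because the study profiled accessibility at their start sites. Of the 36 genes in the list, 27, 29 and 26 had a TSS peak in young 1, 2 and 3, and 28, 28 and 27 in middle-aged 1, 2 and 3. The mean share was 75.9 ± 4.24% (SD, n = 3) in young and 76.9 ± 1.60% (SD, n = 3) in middle-aged libraries and did not differ (exact permutation test, two-sided p = 1). A TSS peak was called in all 6 libraries for 24 of the genes and in none for 6, so presence could change for only 6 genes. No Notch gene differed by 2 or more libraries between the age groups. Among the 30 genes with a peak in at least 1 library, the share rose by 1.11 percentage points, against 6.52 points for all such genes. This placed the list at percentile 4.71 of 10000 random lists (two-sided p = 0.134, permutation of gene membership), which does not pass 0.05. Among the fits that left out 1 library the percentile ran from 2.93 to 14.3. With all protein-coding genes as background it was 10.3. With most genes called in every library, the list had little room to rise. The random lists had similar room, since 10569 of the 13447 genes drawn from were called in all 6 libraries, against 24 of these 30. The presence of a peak does not measure its height.

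**Figure D2:**
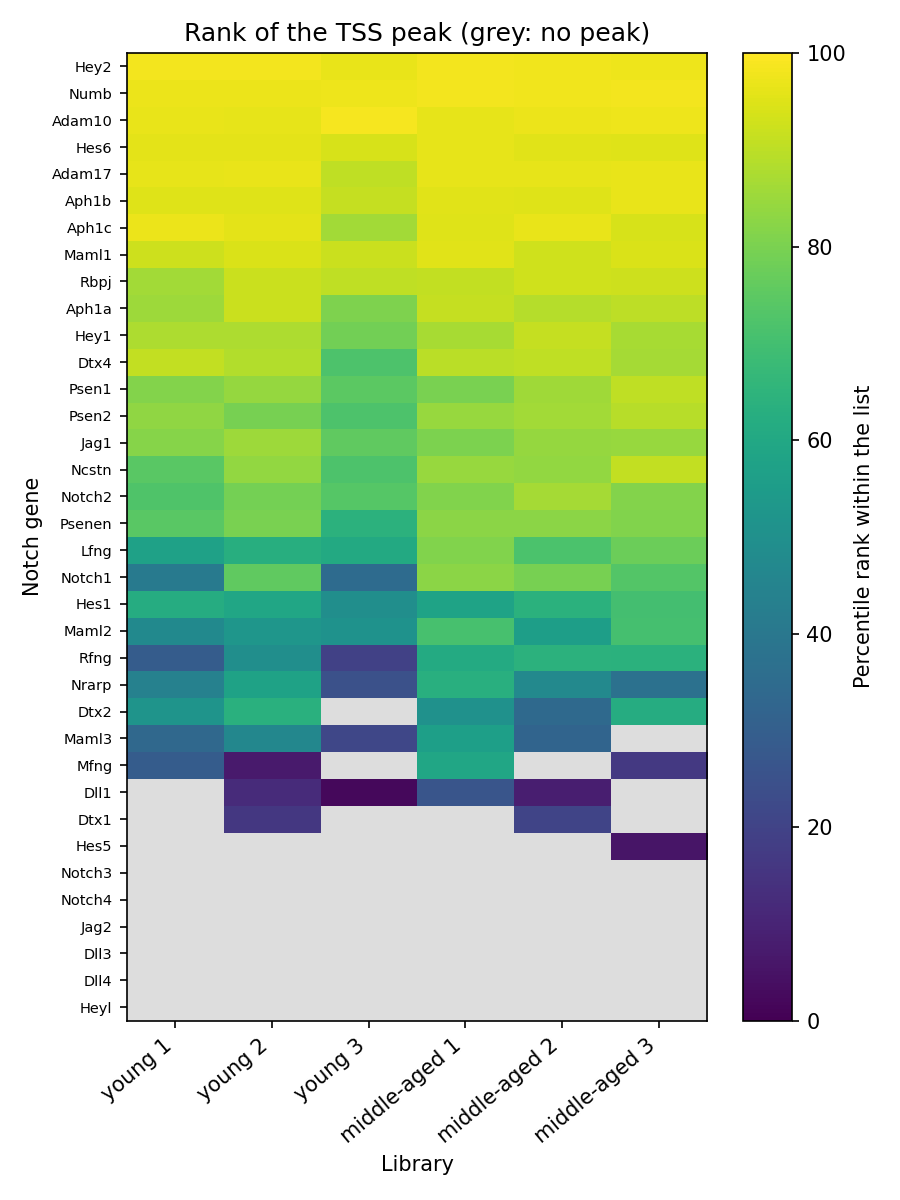
Percentile rank by −log10 q, within each library's own list, of the highest-ranking TSS peak for each of the 36 Notch genes (rows) in the 6 libraries (columns), with grey where no peak was called. A peak was present in all 6 libraries for 24 genes and in none for 6.

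The study also examined the start site of Ebf3, which encodes a transcription factor. Ebf3 (ENSMUSG00000010476.14) is on the minus strand of chromosome 7, with annotated protein-coding TSSs at 137267538, 137313986, 137314414 and 137314445 in mm10. A TSS peak was called in all 6 libraries. In young 2 the highest-ranking one spanned 137314228 to 137314753, and in middle-aged 2 it spanned 137314238 to 137314743, in both cases across the most upstream TSS. Its percentile rank within the list was 49.9, 56.9 and 21.6 in young 1, 2 and 3. In middle-aged 1, 2 and 3 it was 70.7, 82.7 and 76.1. The mean rank was 42.8 ± 18.7 (SD, n = 3) in young and 76.5 ± 5.98 (SD, n = 3) in middle-aged libraries, a difference of 33.7 points with no overlap between the groups (exact permutation test, two-sided p = 0.1, the smallest possible). The difference was 30.6 points with equally long lists and 23.1 points without young 3. A further peak at the TSS at 137267538 was called in middle-aged 2 and middle-aged 3, at ranks 14.4 and 26.2.

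**Figure D3:**
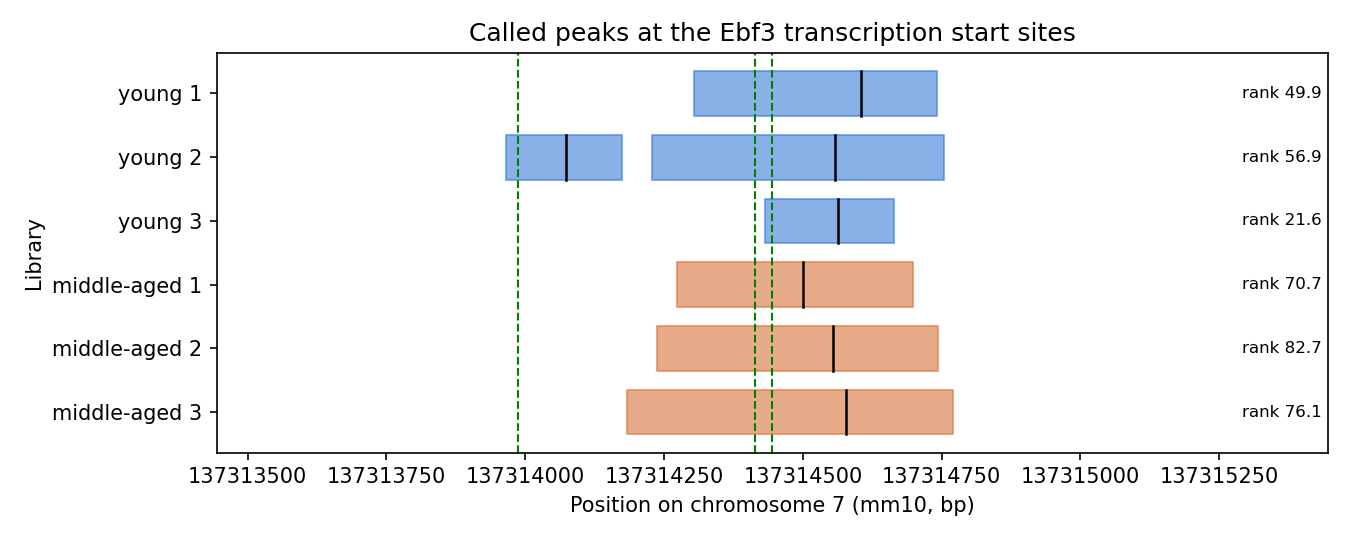
Called peaks (boxes) and their summits (black lines) in the 6 libraries over positions on chromosome 7 (mm10, bp) around the upstream Ebf3 TSSs (dashed lines), with the percentile rank of the highest-ranking peak at the right. The ranks are 70.7 or higher in the middle-aged libraries and 56.9 or lower in the young ones.

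Lists of lineage genes were compared in the same way, as the study described shifts between osteogenic and adipogenic states. Of the 8 lists, 2 had an adjusted p under 0.05 against random lists. Osteoprogenitor genes had a TSS peak in 4, 3 and 2 of 9 genes in young 1, 2 and 3 and in 5, 5 and 5 in the middle-aged libraries. The rise of 33.3 percentage points among its 6 genes with any peak lay at percentile 99.7 (Benjamini-Hochberg adjusted p = 0.0472, permutation of gene membership). Endothelial genes had a TSS peak in 4, 5 and 2 of 10 genes in young and in 7, 6 and 5 in middle-aged libraries, at percentile 99.87 (adjusted p = 0.0368, permutation of gene membership). Both calls rested on few genes. Genes called in all 6 libraries cannot change. They were 10569 of the 13447 genes drawn from, but 2 of 6 osteoprogenitor and 1 of 7 endothelial genes with any peak. The random lists were not matched for this, so the percentiles of these 2 lists cannot separate lineage from more room to rise. Without young 3 neither list passed 0.05, with an adjusted p of 0.176 for each by permutation of gene membership. Among the fits that left out 1 library, the osteoprogenitor list passed only without young 1, and the endothelial list only without young 1, young 2 or middle-aged 3. With equally long lists the endothelial list fell to percentile 12.4. Hematopoietic genes had a TSS peak in 17, 19 and 19 of 20 genes in young and in 18, 18 and 18 in middle-aged libraries, at percentile 1.42 (adjusted p = 0.124, permutation of gene membership). Among the fits that left out 1 library, its percentile ran from 0.165 without young 1 (adjusted p = 0.0176, permutation of gene membership) to 21.8 without young 3 (adjusted p = 0.84, permutation of gene membership). The adipogenic, osteogenic, anti-osteogenic, SSPC and Ebf lists lay at percentiles 69.8, 96.5, 79.8, 85.2 and 72.3, none with an adjusted p under 0.05.

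Regions found in only one age group were then counted, in place of a differential test that needs reads. The peaks of the 6 libraries merged into 63840 regions, of which 22403 (35.1%) were called in all 6 and 14693 in a single library. There were 1411 regions specific to middle-aged libraries and 23 specific to young ones. With equally long lists these counts were 219 and 178. Without young 3 they were 1628 and 254. With 3 libraries per group the exact permutation test cannot give a region on its own a p under 0.1, and regions were not tested singly. The middle-aged-specific regions had a median of 24.4 for the mean percentile rank, against 69.9 for regions called in all 6 libraries, and 12.2% of them lay at a TSS, against 46.3%. Regions called in exactly 3 libraries of mixed age were similar to them, with a median rank of 22.8 and 13.4% at a TSS.

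**Figure D4:**
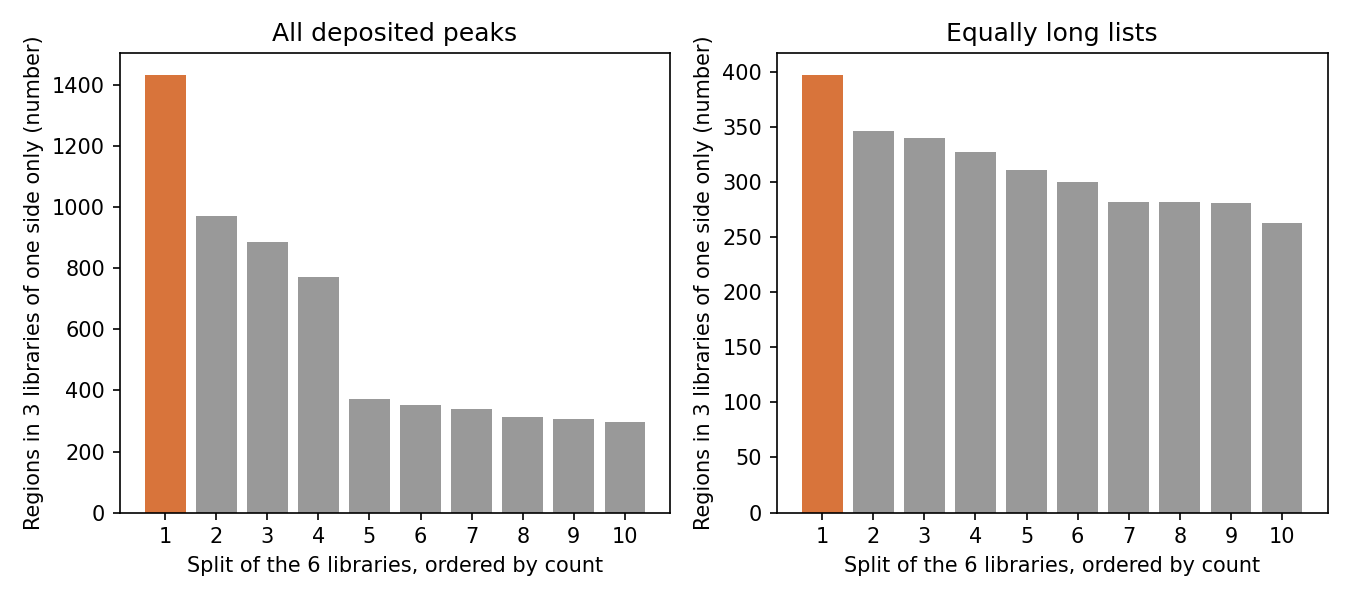
Number of regions called in all 3 libraries of one side of a split and in no library of the other, for the 10 ways to split the 6 libraries into sides of 3, ordered by count within each panel; the split by age is orange and the others grey. With all deposited peaks (left) the split by age gives 1434 regions and the next 973, and with equally long lists (right) it gives 397 and the next 346.

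The middle-aged-specific region with the highest mean rank lay on chromosome 3 from 154226392 to 154226731, in an intron of Slc44a5, with a mean rank of 60.8 ± 12 (SD, n = 3). The nearest protein-coding TSS belonged to Lhx8, 102061 bp away. The next were intergenic, on chromosome 13 from 84758594 to 84758871 (nearest gene Ccnh, mean rank 58.9), on chromosome 5 from 110493804 to 110494161 (Fbrsl1, 58.4), on chromosome 4 from 108870033 to 108870315 (Rab3b, 58.3) and on chromosome 2 from 85123230 to 85123522 (Aplnr, 58.2). The distances of these intergenic regions to the nearest TSS ran from 8877 bp (Rab3b) to 430658 bp (Ccnh). No link of a region to its nearest gene was tested. Among the young-specific regions, the highest mean rank was 40.7 ± 4.86 (SD, n = 3). That region was intergenic, on chromosome 1 from 193844470 to 193844811, and its nearest gene was Camk1g, 474330 bp away. Next came an intron of Adgrv1 on chromosome 13 from 81133379 to 81133863 (38.7). An intergenic region on chromosome 5 from 90694506 to 90694821 followed (38.2), with Rassf6 as its nearest gene, 54000 bp away. The other named regions were an intron of Cytip on chromosome 2 from 58156998 to 58157269 (36.4) and an intergenic region. The latter lay on chromosome 5 from 68735245 to 68735582 (34.8), and its nearest gene was Kctd8, 606233 bp away.

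Finally, the libraries were compared with each other. The mean Jaccard index was 0.603 for pairs of the same age and 0.574 for pairs of different age, a difference of 0.029 (exact permutation test of the libraries, one-sided p = 0.1, the smallest possible). The difference was 0.0116 with equally long lists and ran from 0.00951 without middle-aged 3 to 0.0748 without young 2. Pairs of middle-aged libraries had indices of 0.635 to 0.637, while pairs of young libraries had a mean of 0.571, below that of pairs of different age. Pairs with young 3 had indices of 0.482 to 0.573, and all other pairs of 0.593 to 0.637. When the share of the smaller list that overlapped the other was used instead, the difference was −0.0304, in the opposite direction.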

Values the study reported

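The study described its young adult mice as 3 months old and its middle-aged mice as 12 months old in its single-cell RNA sequencing. In culture, SSPCs on plates coated with the Notch ligand JAG1 were reported to show a more than 2-fold increase in Ebf3 expression.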

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

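The random thinning and the recovered summit heights were chosen after the data were seen, and the other alternatives before. All sequences gave the same lists as the main setting, so that alternative tests nothing. The direction of the ratio of peaks, the ratio of covered length, the share of genes with a TSS peak, the share of peaks at a TSS and the Ebf3 rank difference was the same under each alternative run for it.

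Equally long lists changed the most results. The ratio of covered length moved to 1.12, the difference in median width to 45.7 bp, the difference in genes with a TSS peak to 0.750 percentage points, that in the share of peaks at a TSS to −0.388 points, and the Notch share reversed to −3.70 points. There were 219 middle-aged-specific and 178 young-specific regions, and 1 lineage list passed 0.05. That list was the hematopoietic one, at percentile 0.015 (adjusted p = 0.0064, permutation of gene membership; up to 0.84 under its other alternatives), while the osteogenic, SSPC, Ebf and endothelial lists reversed to percentiles 41.0, 44.0, 46.4 and 12.4. By construction this setting removes any difference in the number of peaks, and so also a real one.

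A −log10 q of at least 5 gave a width difference of 4.5 bp and 0 lineage lists past an adjusted p of 0.05, with 1 list at an unadjusted p under 0.05. Thinning to the lowest background reversed the width difference to −3.33 bp, left 15 young-specific regions and 1 lineage list. Random thinning gave a ratio of peaks of 1.35, with 1484 middle-aged-specific and 20 young-specific regions. A reciprocal overlap of 50% gave 65 young-specific regions. The overlap share of the smaller list reversed the similarity difference to −0.0304. The cause was not tested for the changes in width, overlap and similarity.

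Across the 6 fits that each left out one library, the ratio of peaks ran from 1.18 to 1.48, that of covered length from 1.18 to 1.51, the width difference from −0.333 to 2.67 bp, the difference in genes with a TSS peak from 1.98 to 5.62 points, that in the share of peaks at a TSS from −9.08 to −3.84 points, the similarity difference from 0.00951 to 0.0748, the Notch share difference from −0.926 to 3.24 points, and the number of lineage lists from 0 to 3. The lineage percentiles ran from 37.2 to 94.0 for the anti-osteogenic list, from 14.3 to 97.7 for the SSPC list, from 41.6 to 78.0 for the Ebf list and from 0.165 to 21.8 for the hematopoietic list. Middle-aged-specific regions ran from 1628 to 3945 and young-specific ones from 54 to 254. Fewer libraries make the condition of a specific region easier to meet, so these counts rise by construction. Without young 3, the width and Notch differences reversed, to −0.333 bp and −0.926 points, and the anti-osteogenic, SSPC and Ebf lists to percentiles 37.2, 14.3 and 41.6. Without middle-aged 3, the anti-osteogenic and SSPC lists reversed to 46.9 and 36.6. The Ebf3 rank difference ran from 23.1 to 40.7 points.

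Over all the alternatives, including those that left out one library, results for single lineage lists became weaker in 12 cases, of the osteoprogenitor and endothelial lists, and stronger in 2, both of the hematopoietic list, with equally long lists and without young 1.

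The age groups share replicate numbers. With the replicate number as a block, the ratio of peaks was 1.37 (exact sign permutation of the 3 pairs, two-sided p = 0.25, the smallest possible). The correlations of equal-numbered libraries' deviations in rank over 22403 regions were 0.00276, −0.00309 and −0.0414. Ranks at these shared regions thus gave no sign of pairing. The labels do not say whether the numbers mark pairs, and ranks at shared regions cannot exclude a batch that acts elsewhere. The block reversed no direction of the per-library measures.

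Young 3 had the lowest background, 1.65 extended reads per base, and 5491 regions were called in every library but that one. Depth alone does not account for its short list: thinned to its background, the other libraries held 30838 to 46078 peaks, against 27626 in young 3.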

Other observations

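The tests of splits, depth, list length, summit heights, the matched random lists, the hematopoietic list of young 3 in equally long lists and the Ebf3 ranks without young 3 were chosen only after the result was seen; the others were set down before their own results were seen, though after other values of these data. The T cell, neuronal, hepatocyte and fibroblast lists that some of them use were also added after the data were examined. By the rules set down before, EBF sites, RBPJ sites, a lower hematopoietic share with age and more hematopoietic chromatin in young 3 would each have counted as argued against; the reading given here was chosen after their values were seen.

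More regions were specific to the middle-aged libraries than to the young ones, 1411 against 23. Of the 10 splits of the 6 libraries, 1 gave as many specific regions, the split by age itself. With 10 splits that share cannot be lower, so an accidental grouping cannot be told apart from an effect of age. A difference in depth is argued against by thinning, after which there were 105 middle-aged-specific regions for each young-specific one. Young 3 alone is argued against too, since without it the ratio was 6.41. Splits that set young 1 and young 3 with a middle-aged library against the rest were lopsided as well. The side with young 1 and young 3 had 26, 15 and 18 specific regions, and the other side 947, 873 and 753. The short lists of young 1 and young 3 together are therefore not argued against. With equally long lists the ratio was 1.23, so the excess is consistent with the middle-aged lists simply being longer. Why they are longer stays open. Young 1 had the highest background of all libraries and yet fewer peaks than each middle-aged library.

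A candidate explanation for the longer lists is a higher contrast of peaks over background. At the 22403 regions called in all libraries, the median log2 summit height over the list's genome-wide background was 3.49, 3.96 and 3.86 in young 1, 2 and 3. In middle-aged 1, 2 and 3 it was 4.11, 4.16 and 4.103. The lowest middle-aged value lay 0.14 above the highest young one. Within the young group the contrast did not follow the length of the lists: young 3 had a higher contrast than young 1 and yet fewer peaks, also after thinning to the lowest background (27626 against 30838). The group means differed by 0.36 on the log2 scale (exact permutation test, two-sided p = 0.1, the smallest possible). The difference was 0.47 at TSS regions and 0.29 elsewhere. A higher contrast may come from a biological change with age, or from the share of reads that fall outside open chromatin, which depends on cell viability and on the transposition reaction. The lists hold no value that separates these, and the cause of the difference between the age groups remains untested. Since shared regions were higher in general in this measure, a profile averaged over many start sites could be higher in the middle-aged libraries whichever genes were chosen.

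Against this background, the Notch genes did not stand out. The 24 Notch genes with a TSS peak in all libraries rose by 0.47 on the log2 scale, the same as the 10569 genes with such peaks, at percentile 48.2 of random lists. Among random lists matched on height they were at percentile 39.0. A larger rise at Notch genes than elsewhere was thus not seen in these lists.

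Ebf3 did stand out. Its rank difference of 33.7 points lay at percentile 99.5 of the 10569 genes with a TSS peak in all libraries, whose median difference was 4.97 points. A general rise of TSS peaks is therefore argued against as its whole cause. Among the 1687 genes of similar mean rank, where differences were larger in general (median 15.2 points), it lay at percentile 99.3. Young 3 alone is argued against, since the lowest middle-aged rank was 13.8 points above the highest rank of the other young libraries. Its log2 summit height over the genome-wide background differed by 0.91. Ebf3 was picked out by the study, so a change with age is a hypothesis that these data are consistent with and that awaits independent animals.

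Hematopoietic genes had TSS peaks in all libraries although the cells were grown as SSPCs. Of the 20 genes in the list, which includes Ptprc, Spi1 and Csf1r, 17 to 19 had a TSS peak in each library, at percentile 99.7 or higher of random lists of protein-coding genes. Windows of any lineage being called is argued against, because the T cell, neuronal and hepatocyte lists had peaks for 24.4%, 28.9% and 4.44% of their genes. The SSPC list had peaks for 40.3% and the fibroblast list for 50%. At 12031 regions away from TSSs and called in all libraries, the motif AGAGGAAGTG, bound by PU.1 and other ETS factors, was 14.4 times as frequent at summits as 2000 bp away. It lay at 2.88% of these summits. The TEAD motif RCATTCCW, the comparison set down before, was 1.16 times as frequent, a ratio between the motifs of 12.5. Other motifs were enriched by more than TEAD: AP-1 4.96 times, at 18.5% of summits, RUNX 3.30 times, CEBP 2.01 times, RBPJ 1.17 times, and NFI 5 times at 0.0416% of summits. The CTCF motif lay at 0.424% of summits and at 0% of the sites 2000 bp away, so no ratio can be given and PU.1 need not be the most enriched. The motifs differ in length and specificity, which also affects such ratios. These values are consistent with chromatin of hematopoietic cells, for example macrophages adhering in marrow cultures, in every library. The share of such cells cannot be read from peak lists, and no list here says how many of these genes SSPCs themselves keep open.

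Whether that share differed with age cannot be told apart from other causes. If it were lower in middle-aged libraries, hematopoietic genes would rise less than random lists and fibroblast genes more. The hematopoietic list was at percentile 2.22, but the fibroblast list was at 0.94. Lower peaks rose less in general, and among lists matched on height these percentiles were 17.3 and 23.6. Only 4 fibroblast genes had a TSS peak in all libraries, which keeps the question open. In the presence of peaks the lists parted: the share of genes with a TSS peak went from 91.7% in young to 90% in middle-aged libraries for the hematopoietic list and from 40% to 60% for the fibroblast list. A rise was not particular to fibroblast genes. The share also went from 22.2% to 35.6% for the neuronal, 22.2% to 26.7% for the T cell and 2.22% to 6.67% for the hepatocyte list. The change of the hematopoietic list was at percentile 1.42 of random lists, and at 21.8 without young 3. In lists of equal length, 16, 15 and 19 hematopoietic genes had a TSS peak in young 1, 2 and 3 and 14 in each middle-aged library; chance parts 3 libraries from 3 in this way in 10% of assignments. For summit heights, the adipogenic and osteogenic lists were at percentiles 60.0 and 2.13, and no list of the 5 tested had an adjusted p under 0.05.

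Young 3 kept 19 of the 20 hematopoietic TSS peaks although its list was the shortest. The Notch list and the other 7 lineage lists each had no more TSS peaks there than in any other library. In lists of equal length young 3 held 19 of the genes and the other libraries 14 to 16, a difference at percentile 100 of random lists. Equal lengths leave young 3 as it is and can only lower the others, so the role of list length in this pattern cannot be told apart from other causes. The measures of peak strength did not agree. The list's mean rank in young 3, minus that in the other libraries, was at percentile 8.72 of random lists, but ranks of genes at similar height fell further, and among lists matched on height it was at percentile 88.2. The mean log2 summit height over the genome-wide background in young 3, minus that in the other libraries, was −0.0108, against −0.175 for lists matched on height, at percentile 98.5. More hematopoietic chromatin in young 3 is consistent with the heights, and the ranks lend it little support. It is a hypothesis about a single library, and beyond these ranks and heights no biological explanation was tested.

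The middle-aged-specific regions were compared in sequence with the 4611 regions called in 3 libraries of mixed age. The AP-1 motif TGASTCA was less frequent, in 10.5% against 14.9% of regions (Fisher's exact test, Benjamini-Hochberg adjusted p over 9 motifs = 0.000204). The motif tests took regions as their units. Their p-values and intervals therefore take no account of the variation between libraries and do not measure an effect of age. GC content is argued against as a distinguishing feature, with a median difference of −0.498 percentage points. For EBF sites the odds ratio was 1.53, with a 95% interval from 0.848 to 2.66, resting on 20 middle-aged-specific regions. For RBPJ sites, where Notch signals reach DNA, it was 1.41, from 0.947 to 2.06, resting on 41. Neither had an adjusted p under 0.05, and with so few sites a modest excess cannot be told apart from none.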
